A study of Mus musculus with 3 samples. Its data were reported in "Novel integrated multiomics analysis reveals a key role for integrin beta-like 1 in wound scarring" (2024).

How the data were processed

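Wound tissue of male mice was dissociated with an enzyme kit (Miltenyi), red blood cells were lysed and debris was removed. Single-cell libraries were made with the Chromium 3' v3.1 chemistry, which reads the 3' end of each transcript and tags it with a unique molecular identifier (UMI), and were sequenced on a DNBSEQ-G400RS instrument. There was 1 library per day for Days 3, 7 and 14, each from cells pooled over several wounds. The authors made the deposited tables with Cell Ranger as raw UMI counts per gene and barcode, not normalised. The Cell Ranger version, the genome build and the annotation are not given in the sources used here, so no coordinates are printed, and gene symbols were matched by Ensembl ID for 32158 of 32285 genes. Each barcode held at least 500 UMIs, and barcodes with a high mitochondrial share were still present. The study aligned its libraries in Seurat, and its limits for keeping cells are not stated in its text.

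The libraries held 5158, 22924 and 16611 barcodes with 38133650, 120940799 and 112713257 UMIs on Days 3, 7 and 14. Cells were kept with at least 200 genes, at least 500 UMIs and at most 10% mitochondrial UMIs, which left 4452, 21568 and 14472, or 40492 in all. Doublets were scored within each library by simulating as many doublets as cells and counting them among the 50 nearest neighbours. The highest scores were removed up to a share of 0.5 of the rate expected at 0.8% per 1000 barcodes, because droplets with cells of 1 class are hard to see. This called 69, 1941 and 923 cells, or 1.55%, 9.00% and 6.38%, and left 37559 cells. In a test on simulated data, 29.7% of 91 added doublets were called on Day 3, 42.1% of 1977 on Day 7 and 35.0% of 961 on Day 14. Of those made of a fibroblast-like and a macrophage-like cell, 0 of 11, 63.7% of 768 and 57.9% of 271 were called, so doublets remain in the classes.

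All 3 libraries were clustered together without alignment. Counts were scaled to 10000 per cell, logged, and the 2000 most variable genes (dispersion within 20 bins of mean, averaged over libraries) were scaled and limited to 10 SD. The named genes, mitochondrial and ribosomal protein genes and *Gm42418*, 140 genes in all, were never used to cluster. Leiden clustering at resolution 1 on 15 shared neighbours over 30 principal components gave 34 clusters. Clusters were named from fixed marker lists. A marker counted when found in at least 10% of a cluster's cells and at least 1 log2 unit above the 25% quantile of clusters, and the class with at least 3 such markers and the highest mean level gave the name. A cluster stayed unnamed when its top 10 genes by fold held more markers of another class, when a second class reached 0.75 of the best score, or when its median UMIs were under 1/3 of the library median with no own marker among the top 10. This scoring rule, and not the markers, was adjusted after the clusters were seen and before gene values or shares were computed, since a first version left clear epithelial, dendritic and macrophage clusters unnamed. The mesenchymal marker list follows the cluster table of the study, which was made on these libraries. Fibroblast-like cells of Day 7 and of Day 14 were clustered again within the library at resolution 0.6.

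UMIs were summed per class and library and given as CPM, relative to all UMIs of the class in that library, with exact Poisson intervals. Ratios of libraries have exact conditional binomial intervals and shares have Clopper-Pearson intervals, all at 95% and for counting error only. With 1 library per day there is no test, and no p-value is given. A share of 0 is given with the limit that 3 counts allow. Shares of cells with a UMI were taken after thinning cells to 500 UMIs, and *Acta2*-high cells after thinning fibroblast-like cells to 2000 UMIs with a minimum of 5 *Acta2* UMIs. The genes named are a fixed list of 29 (collagen genes, the 9 candidate genes of the study, myofibroblast, proliferation, signalling, macrophage-state and sex genes) and, by size, the 3 highest and 3 lowest ratios of CPM for fibroblast-like cells on Day 14 against Day 7 and for macrophage-like cells on Day 7 against Day 3 and Day 14 against Day 7. Genes ranked by size had at least 50 CPM in 1 of the libraries and at least 10 UMIs in each. Leading genes of clusters are named beside them only to describe the clusters. The ratio intervals were checked on simulated Poisson counts with 200 genes changed by known folds. These counts held no spread between cells or libraries, so the check covers only how the intervals were computed. For Day 14 over Day 7 (17238 genes) they covered 97.5% of changed and 95.7% of unchanged genes, and for Day 7 over Day 3 (14878 genes) 96.5% and 95.3%.

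The groups, markers, named genes, comparisons and processing alternatives were fixed before the data were examined. The alternatives were scaling without the 50 most abundant genes, by the median of ratios or as the mean CPM per cell; limits of 5% and 20% mitochondrial UMIs and 500 genes; no doublets removed or the full expected rate removed; resolutions 0.5 and 2; aligned libraries; each library clustered alone; a class for each cell without clusters; sub-cluster resolutions 0.3 and 1; minimums of 3 and 10 *Acta2* UMIs; and thinning to 1000 UMIs. The analysis used Python 3.11.15, numpy 2.4.6, scipy 1.17.1, igraph 0.11.9, leidenalg 0.10.2 and matplotlib 3.10.9.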

Results

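Healing skin wounds of C57BL/6J mice, an inbred laboratory strain, were profiled by droplet-based single-cell RNA sequencing on Days 3, 7 and 14 after injury. The study used these libraries to follow how the cell populations of the wound, and the genes they express, change during repair. Each day was represented by 1 library of cells pooled from several wounds, so no difference between days has a replicate check. Intervals are 95% intervals that cover counting error only, exact Poisson for CPM (UMIs of a gene relative to all UMIs of the cells summed, on the usual CPM scale) and exact binomial (Clopper-Pearson) for shares. Ratios between days compare 2 libraries and not the days themselves. The Day 3 library held 5158 cell barcodes and 38133650 unique molecular identifiers (UMIs, each marking 1 captured mRNA molecule). The Day 7 library held 22924 barcodes and 120940799 UMIs, and the Day 14 library held 16611 barcodes and 112713257 UMIs. Median UMIs per barcode were 3026.5, 3292 and 5177 in the same order. Filters on genes, UMIs and mitochondrial UMIs left 4452, 21568 and 14472 cells, and removal of called doublets left 4383, 19627 and 13549. A single transcript, *Gm42418* (ENSMUSG00000098178), took 3.60% of all UMIs on Day 3, 11.7% on Day 7 and 6.42% on Day 14.

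The first comparison asked which cell populations made up the wound on each day. Clustering of the 37559 cells gave 34 clusters, which were named from marker genes as "X-like" classes, so the class of a cell is an inference from its transcripts. Fibroblast-like cells were 9.35% (8.51 to 10.3%) of the Day 3 library, 29.7% (29.0 to 30.3%) of the Day 7 library and 48.6% (47.7 to 49.4%) of the Day 14 library. The log2 ratio of the Day 14 share to the Day 7 share was 0.71 (0.66 to 0.76), and it moved most, to 0.81, when each library was clustered alone. From Day 3 to Day 7 the log2 ratio was 1.67 (1.52 to 1.81). Macrophage-like cells went the other way, with 62.1% (60.6 to 63.5%) on Day 3, 48.6% (47.9 to 49.3%) on Day 7 and 23.6% (22.9 to 24.3%) on Day 14. Their log2 ratio of Day 14 to Day 7 was -1.04 (-1.10 to -0.99). Neutrophil-like cells fell from 19.9% (18.7 to 21.1%) through 8.31% (7.93 to 8.70%) to 0.155% (0.0960 to 0.237%), the last being 21 cells. The Day 7 to Day 3 log2 ratio of this share, -1.26 (-1.38 to -1.14), was -4.66 when at least 500 genes were required, against a median of 347 genes in these cells on Day 7. T cell-like cells were 0.251% on Day 3, 1.91% on Day 7 and 2.31% on Day 14. Epithelial cell-like cells were 1, 57 and 751 cells, or 0.0228%, 0.290% and 5.54%. Pericyte-like cells, the contractile cells around small vessels, were 0.228%, 0.948% and 3.20%. No Schwann cell-like cell was seen among 4383 cells on Day 3, which allows a share of up to 0.0684%. The share was 0.0560% (11 cells) on Day 7, below that limit, and 1.03% on Day 14. Days 3 and 7 are therefore not told apart for this class. Unnamed clusters held 2.26%, 2.08% and 4.02% of cells. Most of these cells belonged to cluster 16, whose 1013 cells carried all 8 fibroblast markers at a median of 1220 UMIs and were led by *Gm42418*, so the fibroblast-like shares are without them.

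**Figure D1:**
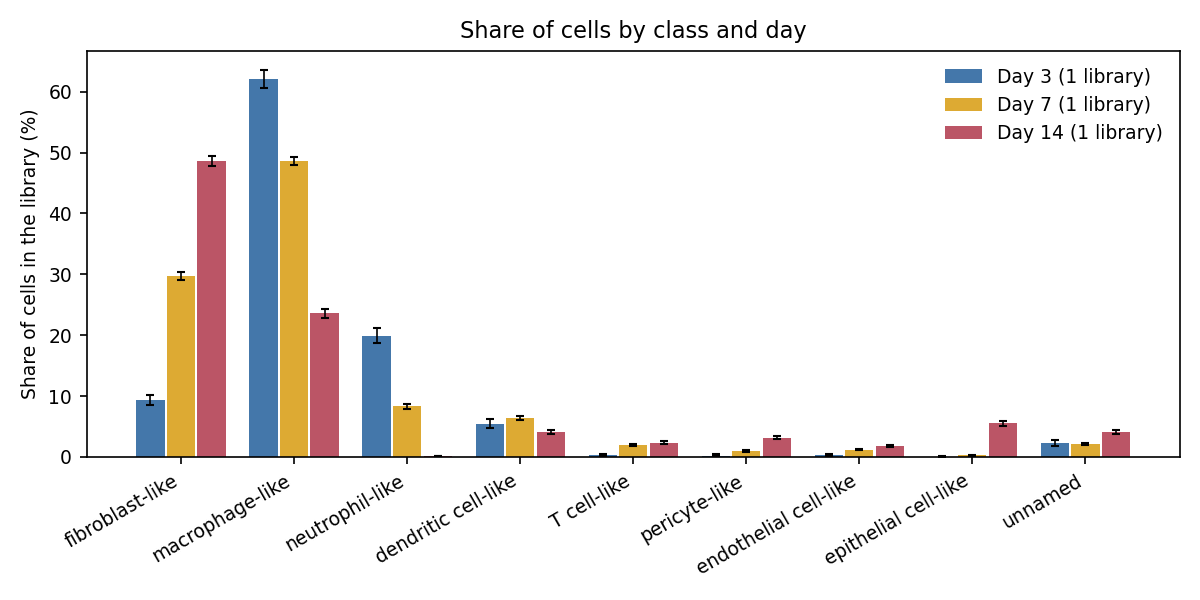
Bars show the share of cells (%, y axis) of 8 named classes and the unnamed cells (x axis) in the Day 3, Day 7 and Day 14 libraries, 1 library per day, with 95% Clopper-Pearson intervals for counting error. Fibroblast-like cells rose from 9.35% to 48.6% while macrophage-like cells fell from 62.1% to 23.6%.

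A class was not made of the same clusters on each day. On Day 3, cluster 18 held 92.9% of fibroblast-like cells, and its leading genes included *Cxcl5*, *Saa3*, *Serpinb2* and *Nos2*, which are inflammatory or stress genes, beside *Top2a* and *Pclaf*. On Day 7, clusters 7, 14 and 13 held 31.9%, 21.1% and 18.3%, and on Day 14 clusters 1, 11 and 8 held 52.4%, 21.6% and 14.4%. Macrophage-like cells came mainly from clusters 9 and 15 on Day 3, from clusters 2, 3 and 6 on Day 7, and from clusters 5, 17 and 6 on Day 14. With 1 library per day, a cluster found mostly in 1 library may mark that library and not a cell state. Values compared within a class below carry that limit.

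The study also compared the amount of mRNA between classes. Fibroblast-like cells held a median of 44305.5 UMIs on Day 3, 10407 on Day 7 and 10324 on Day 14. Macrophage-like cells held 4077.5, 2541 and 3549, and neutrophil-like cells 1224.5, 707 and 1018. Median genes detected per fibroblast-like cell were 6035, 2846 and 2705, against 1662, 1114 and 1387 per macrophage-like cell. In each library the fibroblast-like median was above that of macrophage-like, neutrophil-like, dendritic cell-like, T cell-like, endothelial cell-like and pericyte-like cells. The 10 pericyte-like cells of Day 3 held a median of 26347 UMIs. This comparison depends in part on the naming rule, which uses UMIs. Cluster 16, with all 8 fibroblast markers and a median of 1220 UMIs, was left out of the class by that rule. Cluster 10, at a median of 900 UMIs, stayed macrophage-like with 2 markers among its top 10 genes. The Day 3 median for fibroblast-like cells rested on 410 cells, with quartiles of 30689 and 63647 UMIs. It was 4.26 times the Day 7 median, and the same ratio was 1.60 for macrophage-like, 1.73 for neutrophil-like and 2.33 for dendritic cell-like cells. In classes with few cells on Day 3 it was 4.80 for pericyte-like (10 cells) and 1.18 for T cell-like cells (11 cells). For endothelial cell-like cells (12 cells) it was 0.901. Cluster 16 held 99 cells on Day 3, beside 410 fibroblast-like cells, and 408 on Day 7, beside 5823. The fibroblast-like ratio with these cells was not computed.

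**Figure D2:**
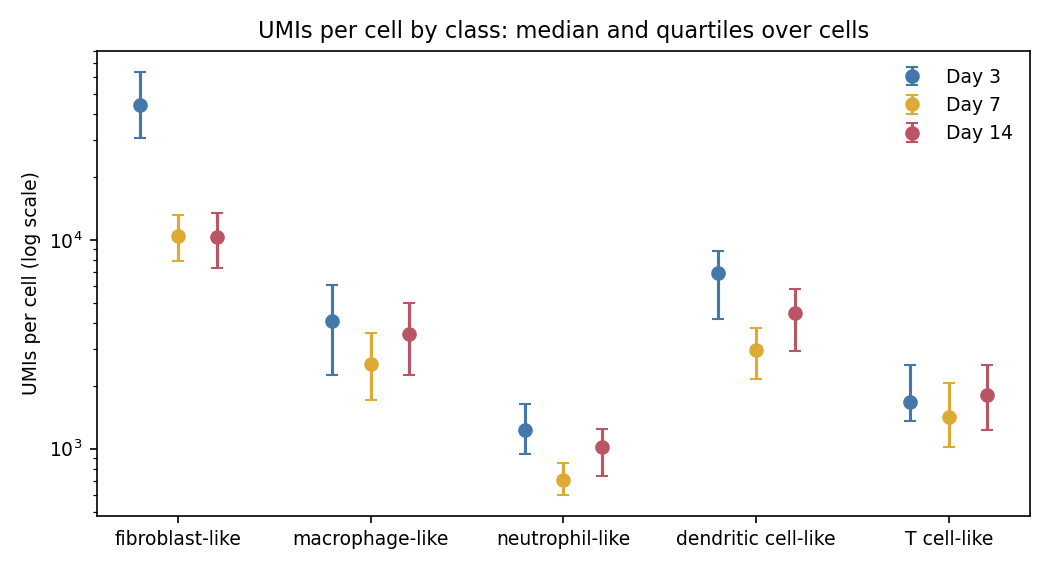
Points show the median UMIs per cell (y axis, log scale) of 5 classes (x axis) in each library, and bars span the quartiles over cells. Fibroblast-like cells of Day 3 sit at 44305.5, above the 10407 of Day 7 and the 10324 of Day 14.

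Expression in fibroblast-like cells was compared between days for the genes on which the study's account of scarring rests. UMIs were summed over the class in each library and expressed as CPM. For values resting on at least 1000 UMIs the interval lay within 6.23% of the value in fibroblast-like cells and within 6.31% in macrophage-like cells, and most other values are given with their interval. *Col1a1* (ENSMUSG00000001506), which encodes a chain of type I collagen, stood at 22568 CPM on Day 3, 41395 on Day 7 and 52291 on Day 14. The log2 ratio of Day 14 to Day 7 was 0.34 (0.33 to 0.34), and the alternative that moved it most, scaling by the median of ratios, gave 0.52. *Col3a1* (ENSMUSG00000026043) stood at 17662, 33626 and 34303 CPM. Its Day 14 to Day 7 log2 ratio was 0.03 and changed sign when every cell was given equal weight, so no direction is drawn. *Itgbl1* (ENSMUSG00000032925), the integrin beta-like gene at the centre of the study, was at 9.34 CPM (8.05 to 10.8) on Day 3, 87.2 CPM (84.9 to 89.5) on Day 7 and 341 CPM (336 to 345) on Day 14. These are log2 ratios of 3.22 (3.01 to 3.44) from Day 3 to Day 7 and 1.97 (1.92 to 2.01) from Day 7 to Day 14. Within the 3 clusters that held at least 100 cells of both days, the Day 14 to Day 7 log2 ratio of *Itgbl1* was 0.52 (0.40 to 0.65) in cluster 1, 2.07 (1.87 to 2.27) in cluster 8 and 0.38 (0.23 to 0.52) in cluster 13. For *Col1a1* the same 3 ratios were 0.01, 0.13 and -0.19, so its rise over the class was not found within each cluster.

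The remaining candidate genes of the study did not move together in fibroblast-like cells. *Clec3b* (ENSMUSG00000025784) rose from 54.1 CPM on Day 3 to 352 on Day 7 and 737 on Day 14. *Ccl11* (ENSMUSG00000020676) rose from 30.4 CPM (28.1 to 33.0) to 97.9 and 224. *Pi16* (ENSMUSG00000024011) was at 241, 270 and 284 CPM, and the sign of its Day 14 to Day 7 log2 ratio, 0.07, depended on how cells were weighted. *Ccl7* (ENSMUSG00000035373) was at 1288, 1171 and 2078 CPM, with a Day 7 to Day 3 log2 ratio of -0.14 that changed sign without the 50 most abundant genes. *Saa3* (ENSMUSG00000040026) fell from 5438 CPM to 580 and 48.0. *C3* (ENSMUSG00000024164) peaked on Day 7, with 247, 382 and 137 CPM, as did *Lrrc17* (ENSMUSG00000039883) with 327, 385 and 193 CPM, and *C4b* (ENSMUSG00000073418) with 45.8 (42.9 to 48.9), 222 and 177 CPM.

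Genes of contractile and dividing cells were lower on Day 14 than on Day 7. *Acta2* (ENSMUSG00000035783), which encodes smooth muscle actin and marks myofibroblasts, stood at 118, 285 and 18.6 CPM, a Day 14 to Day 7 log2 ratio of -3.94 (-4.02 to -3.86). When each cell was given its own class without clusters, that ratio was -2.65, and within clusters 1, 8 and 13, which held little *Acta2* on Day 7 at 21.7, 8.38 and 13.6 CPM, it was -0.52 (-0.98 to -0.02), -1.99 (-2.81 to -1.22) and -2.72 (-4.06 to -1.64). *Tagln* (ENSMUSG00000032085) followed it, with 18.7 (16.8 to 20.7), 107 and 23.6 CPM, and *Postn* (ENSMUSG00000027750) was at 1324, 4977 and 3514 CPM. *Mki67* (ENSMUSG00000031004) fell from 90.6 CPM through 52.0 to 5.34 (4.81 to 5.91), and *Top2a* (ENSMUSG00000020914) from 194 through 48.0 to 5.23 (4.70 to 5.79). Among genes of the IL1β and TGFβ1 pathways, *Il1r1* (ENSMUSG00000026072) was at 156, 76.8 and 61.2 CPM. *Il1rap* (ENSMUSG00000022514) was at 21.8 (19.8 to 23.9), 13.8 (12.9 to 14.8) and 24.0 CPM, and *Tgfb1* (ENSMUSG00000002603) at 20.2 (18.3 to 22.3), 23.2 and 15.01 CPM. Transcripts of immune cells were also counted in fibroblast-like cells. *Il1b* (ENSMUSG00000027398) was at 35.7 (33.1 to 38.4), 20.5 and 2.47 (2.12 to 2.87) CPM and *Cd74* (ENSMUSG00000024610) at 8.69 (7.44 to 10.1), 55.0 and 42.8 CPM. The direction of *Il1b* from Day 3 to Day 7 and that of *Cd74* from Day 7 to Day 14 changed with doublets kept and with a class per cell, and that of *Cd74* also with the full expected doublet rate removed. *Arg1* (ENSMUSG00000019987) was at 7.94 (6.75 to 9.28), 16.6 and 0.428 (0.289 to 0.612) CPM, and *Mrc1* (ENSMUSG00000026712) at 4.12 (3.28 to 5.11), 18.6 and 6.01 (5.45 to 6.61) CPM.

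**Figure D3:**
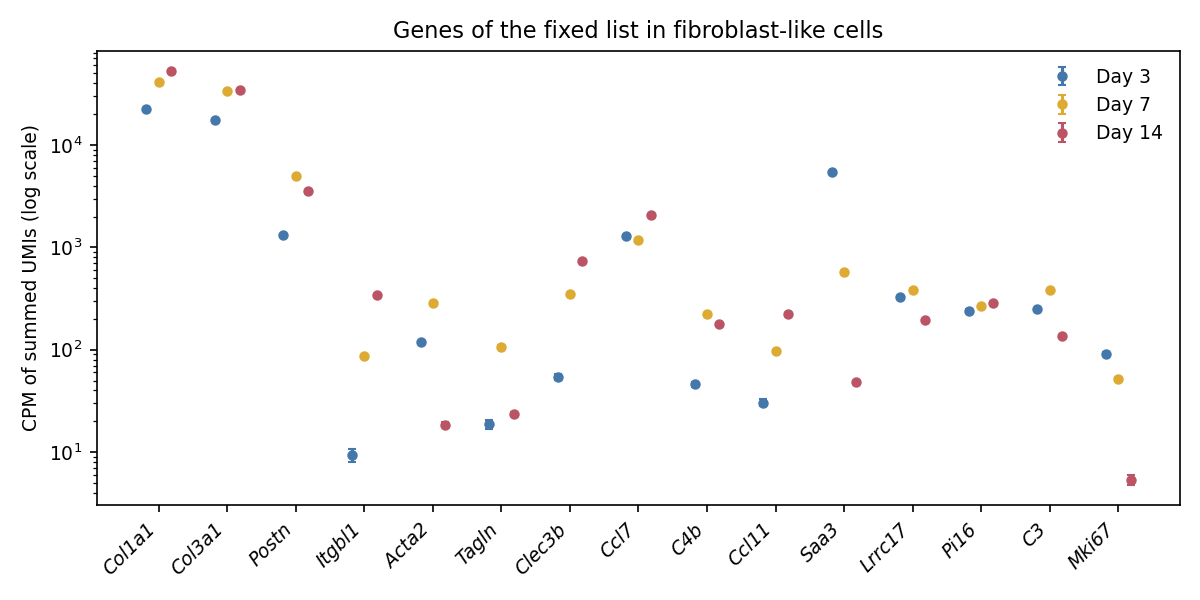
Points show CPM of summed UMIs in fibroblast-like cells (y axis, log scale) for 15 genes (x axis) in the Day 3, Day 7 and Day 14 libraries, with 95% Poisson intervals. *Itgbl1* rises from 9.34 to 341 CPM, whereas *Acta2* ends at 18.6 CPM on Day 14.

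Among the 2801 genes that passed the expression limits, the median log2 ratio of Day 14 to Day 7 in fibroblast-like cells was -0.08. The highest ratios belonged to *Tnmd* (ENSMUSG00000031250) at 4.81 (4.57 to 5.06), *Igfbp2* (ENSMUSG00000039323) at 4.37 (4.18 to 4.57) and *Cilp* (ENSMUSG00000042254) at 3.38 (3.33 to 3.44). The lowest belonged to *Spp1* (ENSMUSG00000029304) at -5.41 (-5.54 to -5.28), *Tnn* (ENSMUSG00000026725) at -4.36 (-4.51 to -4.21) and *Acta2*. *Spp1* stood at 96.0, 293 and 6.91 CPM on Days 3, 7 and 14. *Cilp* and *Tnmd* were among the leading genes of clusters 1 and 11, which held most Day 14 fibroblast-like cells, and *Tnn* led cluster 14 of Day 7.

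Macrophage-like cells were compared in the same way, since the study follows their change from inflammatory to repair states. *Arg1* stood at 1441 CPM on Day 3, 822 on Day 7 and 2.59 (1.77 to 3.66) on Day 14. The Day 14 to Day 7 log2 ratio was -8.31 (-8.86 to -7.81), and the alternative that moved it most, the mean of each cell's CPM, gave -9.26. *Mrc1* rose from 712 through 1285 to 1841 CPM. *Cd74* was at 2451, 2650.0 and 11056 CPM, a Day 14 to Day 7 log2 ratio of 2.06 (2.05 to 2.07); the Day 7 to Day 3 ratio, 0.11, changed sign under 2 alternatives. *Il1b* fell from 2552 CPM on Day 3 to 731 on Day 7, and its value of 754 on Day 14 differed from Day 7 by a log2 ratio of 0.04 whose sign changed under 5 of the alternatives. *Spp1* fell from 3839 through 1799 to 125 CPM. *Mki67* rose from 9.86 (8.18 to 11.8) through 38.3 to 58.8 (54.6 to 63.2) CPM, and *Top2a* from 12.5 (10.6 to 14.6) through 25.5 (23.6 to 27.5) to 45.2 (41.6 to 49.1) CPM. *Tgfb1* was at 170, 135 and 136 CPM, *Ccl7* at 664, 515 and 1427 CPM, *Saa3* at 155, 61.2 and 2.03 (1.31 to 2.99) CPM, *C3* at 72.8 (68.1 to 77.7), 49.7 and 25.4 (22.6 to 28.3) CPM, and *C4b* at 10.6 (8.85 to 12.6), 42.2 and 71.4 (66.8 to 76.3) CPM.

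Other genes compared in fibroblast-like cells were also counted in macrophage-like cells. RNA carried over from other cells was not subtracted and doublets remain, so these counts do not show that macrophages expressed the genes. In reporter mice the study saw no *Itgbl1* expression by wound macrophages on Day 7. *Col1a1* was at 150 (143 to 157), 1418 and 2094 CPM, *Col3a1* at 125, 990.0 and 1177 CPM and *Postn* at 7.66 (6.19 to 9.38), 165 and 134 CPM. *Itgbl1* was at 0.163 (0.0197 to 0.589), 3.57 (2.89 to 4.36) and 13.1 (11.2 to 15.3) CPM, *Clec3b* at 0.245 (0.0504 to 0.715), 13.4 (12.1 to 14.9) and 18.8 (16.5 to 21.4) CPM, and *Ccl11* at 0.0815 (0.00206 to 0.454), 3.64 (2.96 to 4.44) and 7.54 (6.09 to 9.24) CPM. *Lrrc17* was at 2.77 (1.92 to 3.87), 13.7 (12.3 to 15.1) and 7.13 (5.72 to 8.79) CPM and *Pi16* at 8.23 (6.71 to 10.0), 11.7 (10.4 to 13.1) and 10.2 (8.51 to 12.2) CPM. *Acta2* was at 5.46 (4.23 to 6.94), 24.0 (22.2 to 25.9) and 4.46 (3.36 to 5.80) CPM and *Tagln* at 0.408 (0.132 to 0.951), 4.72 (3.93 to 5.61) and 3.08 (2.18 to 4.23) CPM. *Il1r1* was at 2.77 (1.92 to 3.87), 4.24 (3.49 to 5.09) and 5.51 (4.28 to 6.99) CPM and *Il1rap* at 19.4 (17.0 to 22.0), 12.6 (11.3 to 14.0) and 10.8 (9.03 to 12.8) CPM.

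By size, the highest Day 14 to Day 7 log2 ratios in macrophage-like cells were those of *Cd209d* (ENSMUSG00000031495) at 3.34 (3.08 to 3.61), *Retnla* (ENSMUSG00000061100) at 3.17 (3.14 to 3.21) and *Lyz1* (ENSMUSG00000069515) at 2.91 (2.84 to 2.98). *Retnla* and *Lyz1* led cluster 17, and at resolution 0.5 their ratios were 2.37 and 1.21, while *Cd209d* was at 2.07 with each library clustered alone. The lowest were those of *Arg1*, *Saa3* at -4.92 (-5.55 to -4.35) and *Spp1* at -3.85 (-3.92 to -3.77), over 3008 genes with a median of 0.00. From Day 3 to Day 7 the lowest were those of *Chil3* (ENSMUSG00000040809) at -2.83 (-2.95 to -2.71), *Slfn4* (ENSMUSG00000000204) at -2.71 (-2.84 to -2.58) and *B3gnt5* (ENSMUSG00000022686) at -2.51 (-2.65 to -2.38), over 3257 genes with a median of -0.25. *Chil3* led cluster 9, which held most macrophage-like cells of Day 3, and *Slfn4* was among the leading genes of the neutrophil-like cluster 27. The highest were *Lum* (ENSMUSG00000036446) at 5.09 (4.45 to 5.80), *Postn* at 4.43 (4.13 to 4.74) and *Col6a1* (ENSMUSG00000001119) at 4.32 (3.90 to 4.77). *Lum* and *Col6a1* are fibroblast markers, and the 8 fibroblast markers rose in neutrophil-like cells too, by a median log2 ratio of 4.03.

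The next comparison asked which class held the candidate genes within a library. Shares of cells with a UMI were set beside those in macrophage-like and neutrophil-like cells and were taken after thinning every cell to 500 UMIs, a depth that left out no cell. On Day 14, 14.6% (13.8 to 15.5%) of fibroblast-like cells had an *Itgbl1* UMI after thinning, against 0.751% (0.482 to 1.11%) of macrophage-like cells. The unthinned shares were 79.5% and 4.69%, at median depths of 10324 and 3549 UMIs. Thinning to 1000 UMIs instead gave 25.3% for fibroblast-like cells. Neutrophil-like cells of that day were too few for a comparison, with 2 of 21 cells. On Day 7 the thinned shares were 4.31% (3.803 to 4.86%) in fibroblast-like, 0.157% (0.0880 to 0.259%) in macrophage-like and 0.736% (0.381 to 1.28%) in neutrophil-like cells, and the unthinned shares were 42.1%, 0.985% and 0.920%. On Day 3 none of 410 fibroblast-like cells had one after thinning, which allows a share of up to 0.732%, and 21.2% had one unthinned at a median depth of 44305.5 UMIs. Of the 2722 macrophage-like cells of that day, 2 had one. *Col1a1* had a UMI after thinning in 53.5% of Day 7 macrophage-like and 82.2% of Day 7 neutrophil-like cells, at median depths of 2541 and 707 UMIs. The unthinned shares were 95.7% and 90.3%. On Day 3 the thinned shares were 9.18% and 13.2%, and the unthinned shares 46.4% and 27.3%.

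Summed UMIs gave the same picture for most candidate genes. *Itgbl1*, *Clec3b*, *Ccl11*, *Lrrc17*, *Pi16*, *Saa3*, *C3*, *C4b* and *Ccl7* each had their highest CPM in fibroblast-like cells on Days 3 and 7. The comparison was among the named classes, without the mast, epithelial and mesenchymal cell-like classes on Day 3 (2, 1 and 4 cells). The study chose these genes partly because fibroblast sub-clusters of these same libraries expressed them. Their high level in fibroblast-like cells is therefore not independent support for that choice. RNA carried over from other cells was not subtracted from any class. The log2 ratio of fibroblast-like to macrophage-like CPM on Day 7 was 4.61 (4.32 to 4.92) for *Itgbl1*, 4.72 (4.57 to 4.87) for *Clec3b*, 4.82 (4.67 to 4.97) for *Lrrc17* and 4.53 (4.37 to 4.69) for *Pi16*, but 1.18 (1.16 to 1.21) for *Ccl7* and 2.39 (2.31 to 2.48) for *C4b*. On Day 14, *Ccl11* was higher in pericyte-like cells, at 1308 CPM (1255 to 1363), than in fibroblast-like cells, a log2 ratio of 2.54 (2.48 to 2.61). On Day 7 the same ratio was -0.23 (-0.53 to 0.06). *Il1r1* was also higher in pericyte-like cells, with log2 ratios of 1.41 (1.22 to 1.60) on Day 7 and 2.54 (2.42 to 2.66) on Day 14. *Acta2* and *Tagln* were likewise highest in pericyte-like cells, at 3204 and 1359 CPM on Day 7. *Ccl7* was highest on Day 14 in 20 mast cell-like cells, at 5252 CPM (4539 to 6045), and *C3* in neutrophil-like cells on 6 UMIs. *Il1b* was highest in neutrophil-like cells, at 17395 CPM on Day 3 and 6488 CPM on Day 7.

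Myofibroblasts were then examined as fibroblast-like cells with at least 5 *Acta2* UMIs after thinning to 2000 UMIs, a range of a count and not a cell type. On Day 7, 192 of 5772 cells met it, 3.33% (2.88 to 3.82%), with 51 cells too shallow to thin. A minimum of 3 UMIs gave 6.25% and a minimum of 10 gave 0.676%, and 70 cells held 4 UMIs and 62 held 5, so many cells lay near the limit. On Day 3, 1 of 402 cells met it with 8 left out, and on Day 14, 4 of 6495 with 88 left out, or 0.0616%. The Day 14 share ranged from 0.0154% with a minimum of 10 UMIs to 0.769% with a class per cell. Without thinning the shares were 26.1%, 13.3% and 0.790%. On Day 7, *Tagln* was at 1195 CPM in these cells and 60.3 CPM in the others, and *Mki67* at 124 (111 to 139) and 48.9 CPM. *Top2a* was at 109 (96.6 to 122) and 45.3 CPM. *Itgbl1* was lower in them, at 49.9 CPM (41.7 to 59.2) against 88.8, a log2 ratio of -0.83 (-1.09 to -0.58). *Col1a1* was lower too, at 29765 against 41889 CPM. In these cells the median UMI count was 12650.5, against 10374 in the others. The median CPM of *Rgs5*, *Notch3*, *Lyz2*, *S100a9*, *Krt14* and *Pecam1*, markers of other classes, was 0 in both sets of cells, and that of the fibroblast marker *Dcn* was 1160.3 against 4900.5.

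Fibroblast-like cells of Day 7 and of Day 14 were finally divided into sub-clusters within each library, 13 on each day, without using the genes compared. On Day 14, *Col1a1* was highest in sub-cluster S4 (586 cells, 108852 CPM) and next in S8 (344 cells, 90953 CPM). *Itgbl1* in S4 was at 420 CPM (404 to 438), and its log2 ratio over all other fibroblast-like cells of that day was 0.33 (0.27 to 0.40). At a resolution of 0.3 that ratio was 0.34 (0.28 to 0.40). At a finer resolution of 1 the sub-cluster highest in *Col1a1* held 83 cells with a median of 1944 UMIs, and the ratio was 0.0086 (-0.35 to 0.34). The highest *Itgbl1* value lay elsewhere, in S10 with 492 CPM (467 to 518) and a *Col1a1* value of 36220.3 CPM, and S3, S12 and S2 followed with 471, 441 and 428 CPM. *Il1rap* was highest in S4, at 81.3 CPM (74.1 to 89.0), and next in S8, at 58.3 (51.4 to 65.8). *Il1r1* was highest in S5, at 98.0 (89.7 to 107). On Day 7, *Acta2* was highest in sub-cluster S8, at 1417 CPM (1385 to 1449), whose leading genes included *Myl9*, *Tnn* and *Col12a1*. It was next in S7, at 824 CPM (802 to 846), where *Mki67* stood at 457 CPM and *Ube2c* and *Birc5* led. *Itgbl1* was at 80.3 CPM (72.9 to 88.3) in S8 and 35.9 (31.4 to 40.8) in S7, and its highest value was in S9, at 196 CPM (182 to 212). *Il1r1* was highest in S10 of Day 7, at 130 CPM (120 to 142). Day 7 S11 and S12 and Day 14 S13 were led by macrophage or neutrophil genes and stay unnamed. *Krtdap*, an epithelial marker, was among the leading genes of Day 7 S1 and Day 14 S5, heat-shock genes were among those of Day 7 S4 and Day 14 S7, and the interferon-response genes *Cxcl9* and *Gbp2* among those of Day 14 S1.

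**Figure D4:**
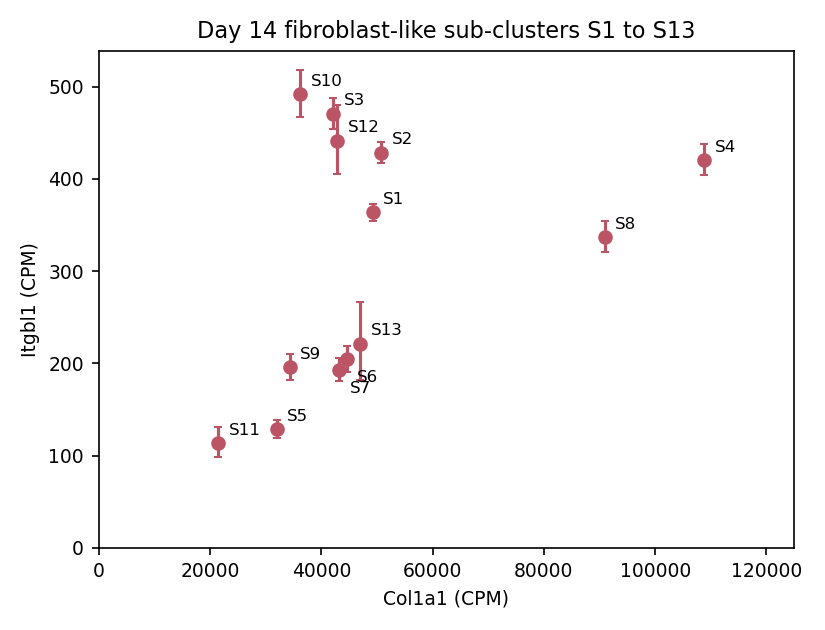
Each point is 1 of the 13 sub-clusters of Day 14 fibroblast-like cells, with *Col1a1* (x axis, CPM), *Itgbl1* (y axis, CPM) and 95% Poisson intervals. S4 and S8 stand apart in *Col1a1* at 108852 and 90953 CPM, while S10 is highest in *Itgbl1* at 492 CPM.

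Genes that tell the sex of the animals, stated as male, were read as a check of the libraries. *Xist* (ENSMUSG00000086503), expressed from the inactive X chromosome, gave 1, 3 and 4 UMIs in fibroblast-like cells of Days 3, 7 and 14. The Y-linked *Ddx3y* (ENSMUSG00000069045) stood at 108, 78.3 and 92.7 CPM in the same cells, *Eif2s3y* (ENSMUSG00000069049) at 26.1 (23.9 to 28.4), 20.7 and 20.8 CPM, *Kdm5d* (ENSMUSG00000056673) at 10.0 (8.66 to 11.5), 9.39 (8.65 to 10.2) and 7.53 (6.90 to 8.20) CPM, and *Uty* (ENSMUSG00000068457) at 15.5 (13.8 to 17.3), 14.0 (13.1 to 14.99) and 13.9 (13.1 to 14.8) CPM. In macrophage-like cells *Xist* gave 0, 0 and 1 UMIs, and *Ddx3y* stood at 154, 93.5 and 109 CPM, *Eif2s3y* at 45.2 (41.6 to 49.2), 38.2 and 32.9 (29.8 to 36.3), *Kdm5d* at 16.1 (13.9 to 18.5), 16.6 (15.1 to 18.2) and 10.1 (8.36 to 11.99), and *Uty* at 39.8 (36.3 to 43.5), 30.7 (28.7 to 32.9) and 24.6 (22.0 to 27.6).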

Values the study reported

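The study reported 40,024 cells that met quality control. It assigned 15,566 cells (39%) to macrophages and 15,435 cells (39%) to fibroblasts.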

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

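The tests on *Mki67* of Day 14 were set out before their results were seen, and those on Days 3 and 7 and on *Top2a* were chosen after. The reading of the doublet test was changed after its values were seen. In fibroblast-like over macrophage-like cells the log2 ratio of *Mki67* CPM was 3.20 on Day 3, 0.44 on Day 7 and -3.46 on Day 14. For *Top2a* it was 3.96, 0.91 and -3.11. These results stood out because the ratio changed sign between days, and the difference between days was not tested, since each day is 1 library. On Day 14, *Mki67* rested on 374 UMIs in fibroblast-like and 725 in macrophage-like cells.

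The tables argue against 2 technical explanations. Without the 50 most abundant genes of both classes, the log2 ratio of *Mki67* was 3.24 on Day 3, 0.43 on Day 7 and -3.41 on Day 14, and that of *Top2a* was 4.005, 0.90 and -3.06, so a few genes taking many UMIs were not the whole cause. With the full expected rate of doublets removed, the ratio of *Mki67* was 3.14 (2.87 to 3.42) on Day 3, 0.32 on Day 7 and -4.38 (-4.65 to -4.11) on Day 14, and that of *Top2a* was 3.91, 0.82 and -4.34. The same removal changed the sign of *Cd74* in fibroblast-like cells from Day 7 to Day 14, so it moved other genes and left this sign change in place. Doublets that the score can call were therefore not the whole cause. Cluster 18, which held 92.9% of Day 3 fibroblast-like cells, had *Top2a* and *Pclaf* among its leading genes, and cluster 30 held cycling macrophage-like cells. A difference between the libraries and a biological difference between days stay open, as untested, because day and library are the same here.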

How the results depend on the processing

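No paired analysis was possible because each day has 1 library and no result comes from a test. All alternatives were chosen before the data were examined, and none was added. Over 143 results, the alternatives of those not listed in full here gave 1676 values, of which 1253 stayed within the counting interval of the reported value, 405 moved beyond it with the same sign, and the others moved beyond it and changed sign. In all, 29 values changed sign, 15 of results whose own interval excludes 0 and 14 of results whose interval includes 0, most of the latter within that interval. The 14 belong to *Tgfb1* in macrophage-like cells from Day 7 to Day 14, *Kdm5d* in both classes from Day 3 to Day 7, and *Uty* in both comparisons and *Eif2s3y* from Day 7 to Day 14 in fibroblast-like cells, for which no direction is drawn. The cause was not tested for any change given here, except where the alternative itself sets the value. For genes with few UMIs depth limits this comparison, since wide intervals hide small moves, whereas intervals of abundant genes are so narrow that moves of 0.01 lie outside them.

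The 15 values were mostly close to 0. Without the 50 most abundant genes, the Day 7 to Day 3 log2 ratio of *Ccl7* in fibroblast-like cells was 0.088 and the Day 14 to Day 7 ratio of *Il1b* in macrophage-like cells was -0.044. As mean CPM per cell, the Day 14 to Day 7 ratio was -0.048 for *Col3a1* and -0.073 for *Pi16* in fibroblast-like cells and -0.29 for *Il1b* in macrophage-like cells. The last was -0.020 with at most 5% mitochondrial UMIs, -0.11 at resolution 0.5 and -0.13 with each library clustered alone. *Cd74* in macrophage-like cells from Day 3 to Day 7 was -0.067 at resolution 0.5 and -0.012 with a class per cell. In fibroblast-like cells, *Cd74* from Day 7 to Day 14 was 0.67 with doublets kept, 0.16 with the full expected rate removed and 0.21 with a class per cell, and *Il1b* from Day 3 to Day 7 was 0.64 with doublets kept and 0.67 with a class per cell.

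The results that answer the comparisons kept their direction. For Day 14 over Day 7, the fibroblast-like share (log2 0.71) was 0.64 with at least 500 genes, 0.63 with doublets kept, 0.81 with each library clustered alone and 0.64 with a class per cell. The macrophage-like share (-1.04) was -1.12 with at least 500 genes, -0.95 with the full doublet rate removed, -1.30 at resolution 0.5, -0.87 with each library alone and -0.98 with a class per cell. *Col1a1* in fibroblast-like cells (0.34) was 0.35 without the 50 most abundant genes, 0.52 by median of ratios, 0.28 as mean CPM per cell, 0.33 at both 5% and 20% mitochondrial UMIs and with at least 500 genes, 0.36 with doublets kept, 0.35 with the full rate removed, 0.33 at resolutions 0.5 and 2, 0.34 with libraries aligned, 0.33 with each alone and 0.34 with a class per cell. *Itgbl1* (1.97) was 2.15 by median of ratios and 1.89 as mean CPM per cell. *Acta2* (-3.94) was -3.75 by median of ratios, -3.74 as mean CPM per cell, -3.85 with at least 500 genes, -4.07 with the full doublet rate removed and -2.65 with a class per cell. *Arg1* in macrophage-like cells (-8.31) was -9.26 as mean CPM per cell. The *Acta2*-high share of Day 7 (3.33%) was 6.25% with at least 3 UMIs and 0.676% with at least 10, and the share of Day 14 fibroblast-like cells with an *Itgbl1* UMI (14.6%) was 25.3% when thinned to 1000 UMIs, both set by the limit itself. *Itgbl1* in the Day 14 sub-cluster highest in *Col1a1* over the other cells (0.33) was 0.34 (0.28 to 0.40) at sub-cluster resolution 0.3 and 0.0086 at resolution 1, where the interval of -0.35 to 0.34 includes 0.

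Scaling moved the median log2 ratio of all ranked genes by over 0.1 in some comparisons. Without the 50 most abundant genes it rose by 0.23 in fibroblast-like and 0.24 in macrophage-like cells from Day 3 to Day 7. By median of ratios it rose by 0.19 from Day 7 to Day 14 and 0.11 from Day 3 to Day 7 in fibroblast-like cells, and by 0.11 from Day 7 to Day 14 in macrophage-like cells.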

Other observations

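In this part, the tests of a deeper Day 3 library, of fibroblast and macrophage droplets in Day 3 cells, of the mixed cluster by doublet calls and by number, of the pericyte-like cluster, of cluster 8 and of Day 7 sub-cluster S8 were chosen after the result was seen. The others were set out before. The reading of 3 tests was changed after their values were seen. For *Acta2*-high cells within sub-clusters an interval has to clear the limit, for the mixed cluster by number each day counts, and the test of *Acta2* within clusters is taken to decide nothing.

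After the filters, 40492 of 44693 barcodes were kept here. Macrophage-like cells were 15466 and fibroblast-like cells 12816 of the 37559 cells left after called doublets were removed. The study's shares are over its own quality-controlled cells, and its names were rebuilt here, so no direction is drawn.

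*Lum*, *Postn* and *Col6a1* had the highest Day 7 to Day 3 ratios in macrophage-like cells. Free RNA from fibroblasts is a candidate explanation. The 8 fibroblast markers rose in neutrophil-like cells by a median log2 ratio of 4.03, in dendritic cell-like cells by 3.86 (7 markers with UMIs on both days) and in macrophage-like cells by 3.17. Fibroblast-like cells held 55.8% of the UMIs of all cells kept on Day 3 and 63.0% on Day 7, and over all cells the 8 markers rose by a median log2 ratio of 1.07. The supply of these transcripts thus rose less than their level in the other classes, and whether more of it was free on Day 7 was not measured. No profile of empty droplets was used here. Doublets left in these classes and expression of these genes by macrophages were not tested.

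Fibroblast-like cells of Day 3 held a median of 44305.5 UMIs, 4.26 times that of Day 7. Both medians leave out the low-UMI cluster 16, and the ratio with it was not computed. A deeper Day 3 library was not the whole cause, since the fibroblast-like ratio was 2.65 times the macrophage-like ratio. The excess was not shown to be limited to fibroblast-like cells, as the ratio was 4.80 for pericyte-like cells, on 10 cells of Day 3. Droplets with a fibroblast and a macrophage were not the cause either, since the 10 macrophage markers stood at a median of 0.512% of their CPM in macrophage-like cells. Nor did the Day 7 file end abruptly, with 3 barcodes within 5% of its highest UMI count. A difference in cell state between days stays open, as untested, as does a difference in which cells survived dissociation in each library.

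*Itgbl1* rose in fibroblast-like cells from Day 7 to Day 14 by a log2 ratio of 1.97, while different clusters held most of the class on each day. Within clusters 1, 8 and 13 the median log2 ratio was 0.52, or 0.266 of the whole, which is in line with the change of clusters as a main part of the rise. It was not all of it, since the ratio was above 0 in each of the 3 clusters and 2.07 (1.87 to 2.27) in cluster 8. Clusters 7, 14 and 11, which held few cells of one of the days, are outside this test. For *Acta2* the median within clusters 1, 8 and 13 was -1.99, against -3.94 over the class, which decides nothing. These clusters were at 21.7, 8.38 and 13.6 CPM on Day 7 against 285 over the class, and cluster 14, with *Acta2* among its leading genes and 1226 cells on Day 7 but 65 on Day 14, is not among them. The change of clusters and a fall within cells cannot be told apart for *Acta2*. A cluster can itself be a state that cells enter with time, which was not tested.

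*Itgbl1* was lower in the *Acta2*-high cells of Day 7 than in the other fibroblast-like cells, by a log2 ratio of -0.83. Within the 2 sub-clusters with at least 20 such cells the median was -0.51, from -0.33 (-0.94 to 0.24) in S7 and -0.70 (-1.09 to -0.33) in S8. For S7 the sub-cluster and the *Acta2* level cannot be told apart, because 29 *Itgbl1* UMIs in its *Acta2*-high cells are too few. In S8 the summed UMIs differed within the sub-cluster beyond counting error. The spread between cells was not measured, so whether membership of a sub-cluster was the whole cause there stays open. Other technical causes and a biological one were not tested.

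With no doublets removed, a cluster led by fibroblast genes also held the 10 macrophage markers. Droplets with a fibroblast and a macrophage are a candidate explanation. The doublet score called 91.2% of its cells, which is partly circular since the score seeks such profiles. Its median UMIs were 11121 on Day 7 and 12734.5 on Day 14, above the 10407 and 10324 of fibroblast-like cells but below the 12948 and 13873 that the fibroblast-like and macrophage-like medians add up to. It held 1595 cells on Days 7 and 14, 1.01 times the 1583 fibroblast and macrophage pairs that the loading rate gives, but 2 cells on Day 3, 0.0937 times the 21.3 pairs. Its number therefore leaves the explanation open. The study described a fibroblast cluster with macrophage genes as possibly derived from myeloid cells. Whether those are the same cells was not tested, and single cells with both sets of transcripts are not excluded by these values.

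*Ccl11* was higher in pericyte-like than in fibroblast-like cells on Day 14, by a log2 ratio of 2.54, which is 5.83-fold. RNA of average fibroblast-like cells within that cluster could not lift *Ccl11* above its level in fibroblast-like cells, whatever its amount. The 8 fibroblast markers were lower in that cluster, with a median log2 ratio of -2.78. Whether fibroblasts with more *Ccl11* than the average lay within it was not tested. On Day 7 the ratio of *Ccl11* was -0.23 (-0.53 to 0.06). The difference between days was not tested, and a pericyte source of *Ccl11* on Day 14 may be considered as a hypothesis only.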
